A study of Homo sapiens with 15 samples.

How the data were processed

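RNA was measured by polyA RNA-seq (TruSeq, version 2 kit) in 15 libraries of human cells, 3 in each of 5 groups: an empty vector control (EV) and cells with a doxycycline-induced intracellular domain of NOTCH1, NOTCH2, NOTCH3 or NOTCH4 (NICD1 to NICD4). The labels give HCT116 as the cell line, and the descriptions and column names give U373. Both were kept as stated. Groups follow the sample titles and the descriptions. For NICD4 replicate 1 other label fields say NICD3, and its library was kept in NICD4. The labels give no dose or duration of doxycycline, do not say whether EV cells received it, and do not say whether replicates are separate cultures. The protocol names no strandedness, and the kit is usually unstranded.

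The deposited values are log2 of the raw read count per gene plus 1, per the file headers and a check of the values, with no scaling to library size. Undoing the logarithm gave a whole number within 0.001 for 100% of values (largest deviation 0.00076). The submitters' notes name TopHat2 2.0.6, HTSeq and GRCh37, without settings, gene annotation release or treatment of reads from the vectors. The file holds 31352 gene identifiers, each with at least 1 read. Symbols came from the reference annotation (GENCODE release 29 for those missing), and 6041 of the identifiers have none. Those of them that passed the filter were tested but not named. Positions are on GRCh37. Transcript GC content was known for 14737 of the 15122 genes tested (97.5%).

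Libraries held from 11630195 to 27704492 counted reads. Genes with at least 10 reads at the median depth (0.548 CPM, the usual unit of reads relative to the library total) in at least 3 libraries, and 15 reads in all, were tested, which left 15122. Normalisation factors followed the trimmed mean of M values (TMM), computed in R 4.3.3. Counts were divided by the scaled library size, brought to the geometric mean of those sizes, and log2 transformed after adding 1, so that the added 1 equals 0.0545 CPM. The fold changes of genes near that level are understated. A linear model with 1 mean per group was fitted to all 15 libraries in limma 3.58.1, with a trended and robust variance prior (statmod 1.5.0). The p-values are two-sided, adjusted by Benjamini and Hochberg over all tested genes within a comparison, and a call is an adjusted p under 0.05. The plan set this test for a file without counts and a negative-binomial test for counts. Whole read counts could be recovered from the log2 values here. The negative-binomial test was still not used, which departs from the plan. Comparisons were each NICD group against EV, each pair of NICD groups, and an F-test over the 4 NICD groups. Levels are given as TMM-scaled CPM. Where a group had no read, the fold is a lower limit that takes 3 reads over the group as the floor, and with 1 to 3 reads a ratio is given with its exact 95% binomial interval. These cover counting error only.

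Before the data were seen, 32 gene lists with 757 memberships were written. They covered NOTCH receptors, NOTCH ligands, HES and HEY repressors with NRARP, other reported NOTCH targets, T-lineage NOTCH targets, pathway machinery, astrocyte and glioma, colorectal epithelial, intestinal secretory, neuronal, mesenchymal, smooth muscle, endothelial, collagen and matrix genes, mitotic genes, DNA replication, cyclin-dependent kinase inhibitors and D cyclins, MYC and ribosome biogenesis, interferon, antigen presentation, NF-kB, hypoxia and glycolysis, cholesterol, amino acid starvation and unfolded protein response, p53, mitochondrially and nuclear-encoded respiratory chain genes, immediate early genes, TGF-beta, BMP and YAP, WNT, integrins, and receptor tyrosine kinases. Lists with at least 3 tested members were compared with all other genes by camera with a preset correlation of 0.01, adjusted over the lists of a comparison. Camera with an estimated correlation and fry were alternatives.

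Genes were named by a rule also written beforehand. For each NICD group against EV it allowed the 12 largest rises and 12 largest falls among called genes with an average log2 CPM of at least 1 and all 3 libraries on the same side. It allowed 5 in each direction for each pair of NICD groups, and for genes shared by all 4 the 15 with the largest smallest change in each direction. Members of the lists and NOTCH1 to NOTCH4 could be named too. Among genes that the rule allowed, mostly those whose direction held once the GC trend was removed were named.

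Because all comparisons share EV, simulated unchanged groups set against a shared control gave the overlap and correlation that sharing a control can produce. The fit was tested on simulated data with 200 changed genes and a dispersion of 0.02. It called 34.3% of 67 genes changed 1.5-fold, 97% of 67 changed 2-fold, 100% of 66 changed 4-fold and 0.0695% of 14398 unchanged genes. These rates hold for the simulated noise only. A GC trend planted in the simulation gave false calls, of which its removal left few.

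Alternatives tried were RLE and upper-quartile factors, no filter and a stricter filter (1 CPM in 3 libraries and an average log2 CPM of 1), limma-voom, fits on only the libraries compared, the replicate number as a block, leaving out the NOTCH genes, a minimum change of 2-fold, and leaving out each library. Added after the data were seen were the removal of each library's trend on GC content (a natural spline with 5 degrees of freedom fitted to log2 values, keeping the library's mean), on GC content and length together, pseudocounts of 0.25 and 4, and thinning of reads to the smallest library. The DESeq2 Wald test was planned and not run. Raw reads were not available, so RNA integrity, reads of the vectors, strand and splice forms could not be examined.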

Results

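The comparisons ask which genes change with an activated form of each of the 4 human NOTCH receptors, and which changes the receptors share. The activated form is the receptor's intracellular domain (NICD), which enters the nucleus and switches on target genes. Cells carried a doxycycline-induced NICD1, NICD2, NICD3 or NICD4 or an empty vector (EV), with n = 3 RNA-seq libraries in each of the 5 groups. The labels name the cell as HCT116, a colorectal carcinoma line, whereas the sample descriptions name U373, a glioma line. Levels are means ± SD over 3 libraries in CPM, the read count relative to the library's read total scaled by TMM factors, and changes are log2 differences ± SE from limma, with p adjusted over the 15122 genes tested. In EV, the epithelial adhesion gene EPCAM stood at 153 ± 7.2 CPM and the astrocyte filament gene GFAP at 1.63 ± 0.3 CPM. The p-values measure the spread between libraries, which may be technical replicates of 1 culture. Wherever a gene is said to have risen or fallen against EV, all 3 libraries of the NICD group lay on 1 side of the 3 EV libraries, unless an overlap is named.

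The receptor genes came first, because an induced NICD would add reads to its own gene if its sequence was counted there. NOTCH1 (chromosome 9, 139388896 to 139440314, GRCh37) stood at 30.3 ± 1.8 CPM in EV and at 28.4 ± 1.7 CPM in NICD1, a change of -0.10 ± 0.08 that was not called (adjusted p = 0.29). NOTCH2 (chromosome 1, 120454176 to 120612240) rose from 31.3 ± 1.4 to 41.8 ± 1.4 CPM in NICD2, by 0.42 ± 0.07 (adjusted p = 0.00011). It rose also in NICD4 (0.36 ± 0.07, adjusted p = 0.00016) and in NICD1 (0.22 ± 0.07, adjusted p = 0.0074). NOTCH3 (chromosome 19, 15270445 to 15311792) went from 10.4 ± 0.82 to 11.7 ± 0.2 CPM in NICD3, a change of 0.17 ± 0.11 that was not called (adjusted p = 0.19). NOTCH4 (chromosome 6, 32162620 to 32191844) had 16 to 56 reads per library, and its change of 0.28 ± 0.25 in NICD4 was not called (adjusted p = 0.3). The upper 95% limit of the fold change in the matching group was 1.06 for NOTCH1, 1.48 for NOTCH2, 1.34 for NOTCH3 and 1.78 for NOTCH4. Outside the matching group, NOTCH1 fell in NICD3 (-0.40 ± 0.08, adjusted p = 0.00061), NOTCH4 fell in NICD2 (-0.89 ± 0.25, adjusted p = 0.0065), and NOTCH3 rose in NICD4 (0.44 ± 0.11, adjusted p = 0.0024) and in NICD1 (0.28 ± 0.11, adjusted p = 0.034), where the call was lost without any of 4 single libraries. Once the trend of changes on GC content was removed, those of NOTCH3 changed sign in all 4 comparisons and those of NOTCH4 in NICD1, NICD3 and NICD4. NOTCH1 was then called lower in all 4, by -0.94, -0.56, -1.05 and -1.06 in NICD1 to NICD4.

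HES1, a repressor gene that NOTCH activates directly, rose from 19.4 ± 0.63 CPM in EV to 39.7 ± 2.8 in NICD1, 105 ± 3.4 in NICD2, 48.7 ± 2.8 in NICD3 and 57.1 ± 5.1 in NICD4. Its log2 change ranged from 1.03 ± 0.08 in NICD1 (adjusted p = 7.2e-08) to 2.43 ± 0.08 in NICD2 (adjusted p = 1.9e-11). HES4 rose from 23.8 ± 5.2 CPM to 107, 167, 130 and 268 CPM in NICD1 to NICD4, with its largest change in NICD4 (3.50 ± 0.17, adjusted p = 4.6e-10). With the trend on GC content removed, HES1 still changed by 1.00, 2.41, 1.30 and 1.54, and HES4 by 0.51, 1.88, 1.24 and 1.57. NRARP, a feedback inhibitor of NOTCH signalling, rose from 26.5 ± 0.91 CPM to 40.8, 102, 46.3 and 58.9 CPM. The rise of NRARP held after the GC trend was removed only in NICD2 (1.35), with changes of -0.50, -0.04 and -0.24 in NICD1, NICD3 and NICD4. HEYL rose in all 4 groups, by 0.79, 0.62, 0.70 and 0.97, and by 0.25, 0.35, 0.27 and 0.23 after that removal. HEY1 had 0.166 CPM in EV and rose in NICD2 (1.37 ± 0.44, adjusted p = 0.015, lost without EV replicate 1) and NICD4 (2.15 ± 0.44, adjusted p = 0.00039). HEY1 was also called in NICD3 (1.09 ± 0.44, adjusted p = 0.039), where a library overlapped EV and the call was lost when any of several libraries was left out, and not in NICD1 (adjusted p = 0.23).

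**Figure D1:**
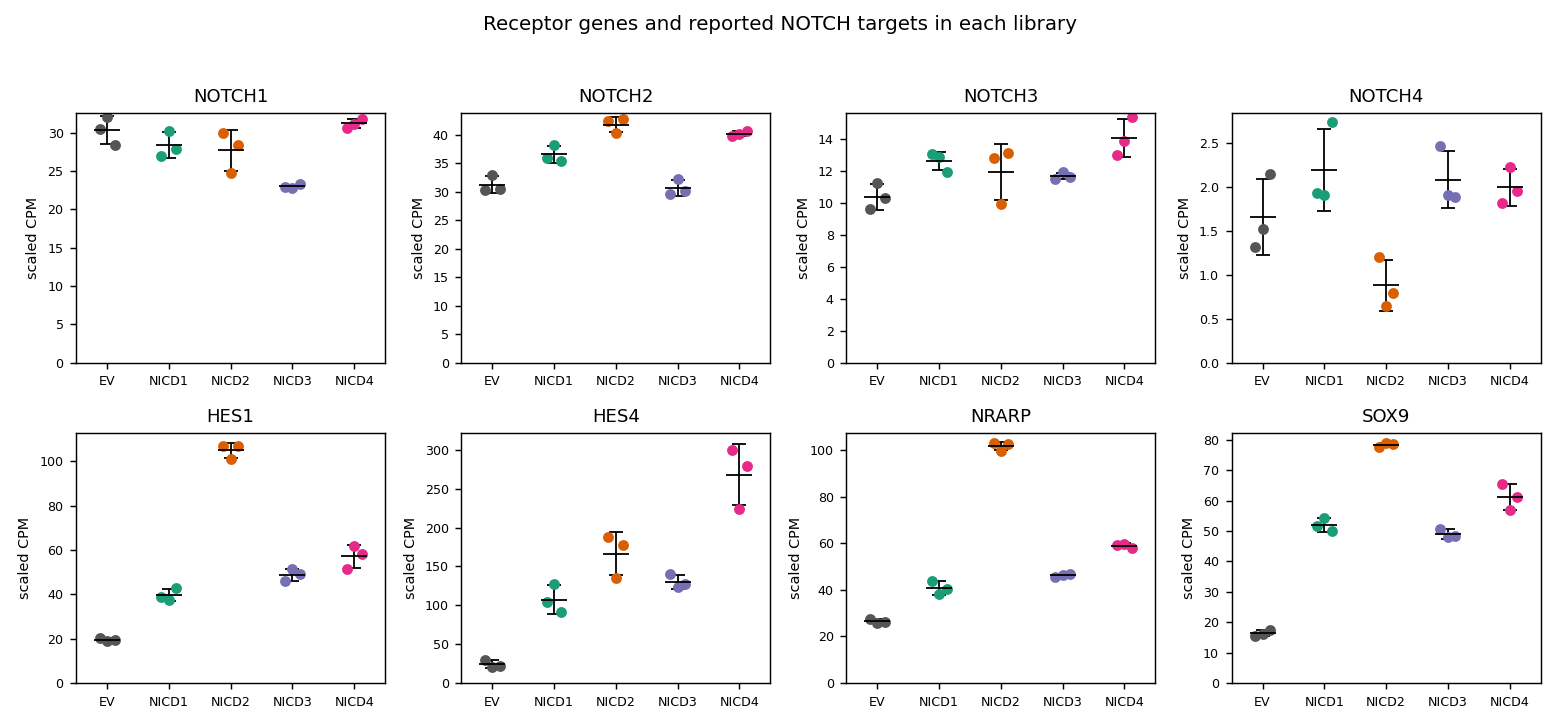
Scaled CPM of the 4 receptor genes and of HES1, HES4, NRARP and SOX9 in the 15 libraries (points), with the mean ± SD of each group of 3. HES1 lay between 39.7 and 105 CPM on average in the NICD groups against 19.4 CPM in EV, whereas NOTCH1 averaged 28.4 CPM in NICD1 against 30.3 CPM in EV.

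As a list, the HES and HEY repressors with NRARP had 5, 7, 6 and 7 of 7 tested members called up in NICD1 to NICD4, and the same counts adjusted over the list alone. The list's median change was 0.78, 1.37, 0.80 and 1.15, and its camera test was called in all 4 (adjusted p = 0.028, 0.00039, 0.013 and 0.0045). With an estimated correlation between genes the adjusted p was 0.26, 0.088, 0.25 and 0.16, so no call was left. After the GC trend was removed 3, 5, 4 and 4 members were up and 3, 1, 1 and 1 down, with medians of 0.25, 1.35, 0.27 and 0.23, and the test was called in NICD2 alone (adjusted p = 0.011, and 0.12 with an estimated correlation).

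Among other reported NOTCH targets, the transcription factor gene SOX9 rose from 16.4 ± 0.98 CPM to 52, 78.5, 49 and 61.2 CPM. RUNX1, which is outside the list of other reported NOTCH targets, rose from 10.6 ± 0.61 to 38, 65.6, 48.5 and 70.6 CPM. EFNB2, which codes for an arterial membrane ligand, rose from 2.44 ± 0.18 to 18.4 CPM in NICD2 and to 8.12, 7.83 and 8.2 CPM in NICD1, NICD3 and NICD4. ID3, an inhibitor of differentiation factors, rose from 84.5 ± 6.9 to 186, 374, 158 and 180 CPM. The urokinase gene PLAU rose by 2.60, 2.37, 3.03 and 2.11, and DTX1 by 1.62, 1.76, 0.99 and 2.28. The ligand gene JAG1 rose from 5.3 ± 0.2 to 22.1 ± 2.3 CPM in NICD4 (2.04 ± 0.12, adjusted p = 2.7e-09) and to 8.26 CPM in NICD2, and was not called in NICD1 (adjusted p = 0.28) or NICD3 (adjusted p = 0.053). SNAI2 had 2 reads in all EV libraries together, and its ratio to EV was 63.1 in NICD2 (95% counting interval 17 to 529), 39 in NICD3 (10.4 to 329) and 71.4 in NICD4 (19 to 602). In NICD1 SNAI2 was lower than in these groups, which exceeded NICD1 by 2.19, 1.47 and 2.23, each ± 0.35. IGF1R fell from 17.5 ± 1.2 CPM to between 3.16 and 6.13 CPM. MYC fell from 179 ± 16 to 87.6, 76.4 and 54.7 CPM in NICD1, NICD3 and NICD4, while its change of -0.18 ± 0.23 in NICD2 was not called (adjusted p = 0.52). MFNG, whose enzyme adds sugars to NOTCH receptors and which is also outside that list, fell from 7.23 ± 0.75 to between 1.71 and 2.26 CPM.

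Against this mixed background the list of other reported NOTCH targets was called in NICD4 alone (adjusted p = 0.047, and 0.16 with an estimated correlation), and not after the GC trend was removed (adjusted p = 0.39) or with the replicate number as a block (adjusted p = 0.055). Of its 21 tested members 13, 9, 11 and 14 were called up in NICD1 to NICD4 (13, 9, 12 and 14 adjusted over the list alone) and 4, 8, 4 and 5 were called down by either adjustment. The T-lineage targets (12 tested) had medians of 0.56, 0.32, 0.44 and 0.86, the 4 tested ligands 0.02, 0.65, 0.02 and 0.20, the 4 receptors 0.25, 0.03, 0.07 and 0.32, and the 30 tested genes of the pathway machinery -0.18, -0.12, -0.21 and -0.30. None of these 4 lists was called in any comparison.

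The 4 groups shared a rise of epithelial genes. The simple epithelial keratin gene KRT8 rose from 1060 ± 140 CPM in EV to 8520, 6140, 12600 and 7900 CPM in NICD1 to NICD4, by 3.57 ± 0.17 in NICD3 (adjusted p = 4.6e-10). Its partner KRT18 rose from 393 ± 58 to 2320, 1940, 4700 and 1590 CPM, and KRT19 from 704 ± 100 to between 2210 and 3260 CPM. E-cadherin (CDH1), the adhesion protein of epithelial junctions, rose from 3.77 ± 0.2 CPM to 14.5, 15.2, 14.7 and 12.5 CPM. The tight-junction gene CLDN7 rose from 36.7 ± 2.4 to between 147 and 179 CPM, and the membrane protease gene ST14 from 53.9 ± 0.56 to between 171 and 301 CPM. The epithelial splicing factor gene ESRP1 rose by 1.53, 1.47, 1.47 and 1.24. ELF3 rose by 2.39, 1.47, 2.34 and 1.80, and the intestinal factor gene CDX2 by 1.47, 1.08, 1.2 and 1.76. GRHL2, a master regulator of epithelial identity, had 3 reads in EV, and its ratio to EV was 175 in NICD1 (59.4 to 854), 256 in NICD2 (87.1 to 1240), 196 in NICD3 (66.8 to 956) and 98.1 in NICD4 (32.9 to 482).

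The colorectal epithelial list had 13, 12, 14 and 13 of its 16 tested members called up and 2, 1, 2 and 1 down, with the same counts adjusted over the list alone. Its medians were 1.73, 1.47, 1.67 and 1.74, and camera called it in each comparison (adjusted p = 2.6e-05, 6e-06, 5e-06 and 0.00016). The adjusted p with an estimated correlation was 0.1, 0.074, 0.071 and 0.16. With the GC trend removed as well, the list passed even with an estimated correlation (adjusted p = 0.014, 0.013, 0.0077 and 0.032).

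**Figure D2:**
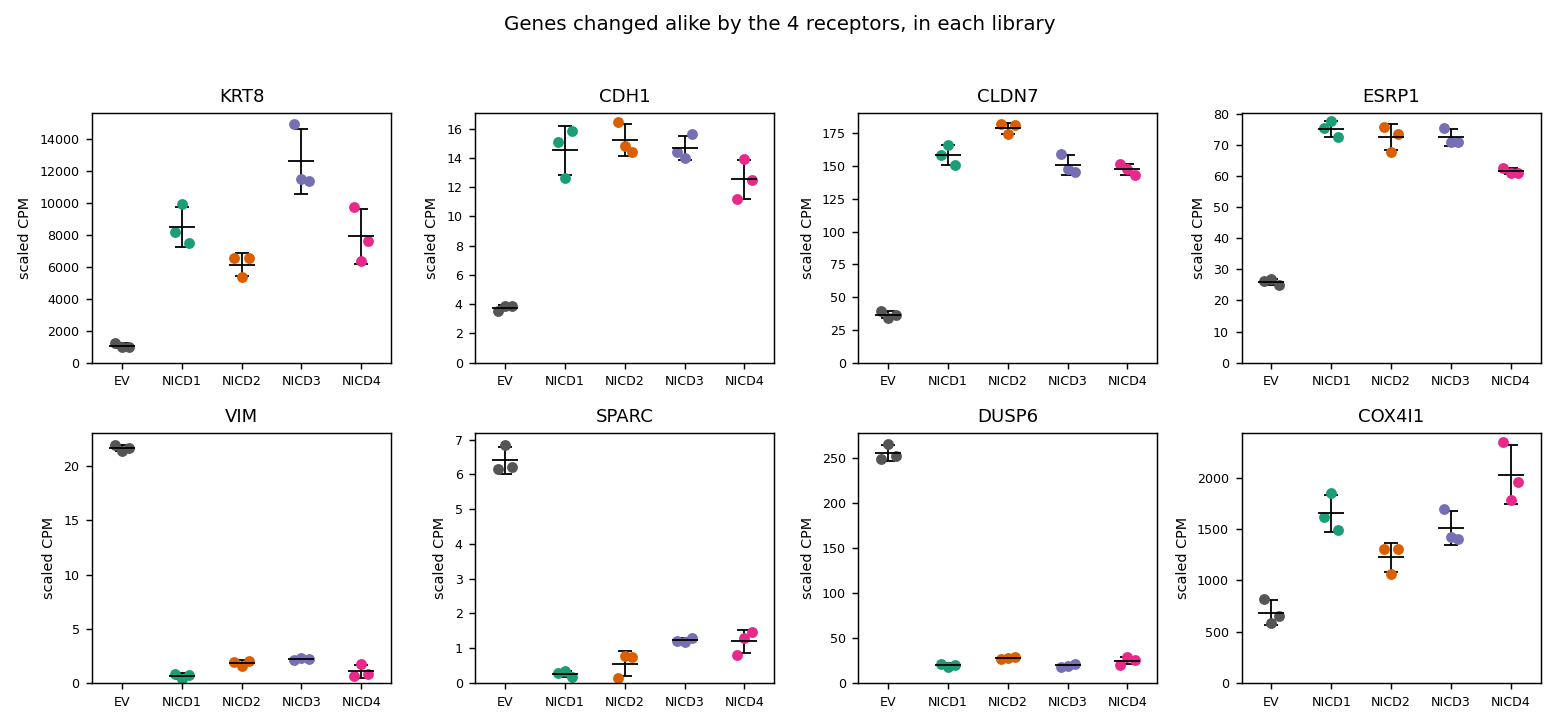
Scaled CPM of KRT8, CDH1, CLDN7, ESRP1, VIM, SPARC, DUSP6 and COX4I1 in the 15 libraries (points), with the mean ± SD of each group of 3. VIM averaged 21.7 CPM in EV and at most 2.19 CPM in a NICD group.

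Several mesenchymal and matrix genes fell in the same libraries. The mesenchymal filament gene VIM fell from 21.7 ± 0.29 CPM to 0.626, 1.85, 2.19 and 1.06 CPM, by -5.08 ± 0.32 in NICD1 (adjusted p = 8.3e-09). ZEB1, a repressor of E-cadherin, fell from 5.63 ± 0.56 to 1.04, 1.91, 1.18 and 1.9 CPM. SPARC fell from 6.41 ± 0.39 to 0.26, 0.547, 1.22 and 1.19 CPM, and VCAN from 112 ± 10 to between 18.6 and 26.1 CPM. The collagen gene COL3A1 had 5.37 ± 0.9 CPM in EV and no read in 3 groups, which, with 3 reads over a group as the floor, put it at least 86.3-fold lower in NICD1, 109-fold lower in NICD2 and 118-fold lower in NICD3. In NICD4 a single COL3A1 read gave an EV to NICD4 ratio of 200 (35.7 to 7910). COL6A1 fell from 85.2 ± 5.1 to 40.3, 35 and 48 CPM in NICD1 to NICD3, and its rise to 171 CPM in NICD4 (1.00 ± 0.11) was not kept after the GC trend was removed (-0.10). The contractile gene CNN1 fell from 5.87 ± 0.68 to between 0.784 and 2.06 CPM, and TAGLN from 54.4 ± 5.9 to 6.97 CPM in NICD2 and 13.4 CPM in NICD4, while at 63.9 CPM in NICD1 and 57.3 CPM in NICD3 it was not called. In the other direction, the matrix gene THBS1 rose from 1.22 ± 0.066 to 19.5, 40.7, 38.5 and 12.8 CPM.

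The mesenchymal list (11 tested) had medians of -0.89, -0.81, -0.81 and -0.86, with 7, 6, 6 and 8 members down and 1, 1, 2 and 3 up, and was not called (lowest adjusted p = 0.056, in NICD2). The collagen and matrix list (17 tested) had medians of -0.97, -1.16, -0.60 and -0.85 and was not called either (lowest adjusted p = 0.054, in NICD2). With the GC trend removed, the mesenchymal list was called down in NICD1 and NICD2 (adjusted p = 0.037 and 0.025, and 0.31 and 0.21 with an estimated correlation), and the collagen and matrix list in NICD1, NICD2 and NICD3 (0.014, 0.015 and 0.029, and 0.5, 0.5 and 0.47 with an estimated correlation). The smooth muscle and pericyte list was called down in NICD2 (3 up and 10 down of 17, also adjusted over the list alone, median -1.01, adjusted p = 0.038, and 0.13 with an estimated correlation). Its medians of -0.49, -0.43 and -0.90 in NICD1, NICD3 and NICD4 were not called. After the GC trend was removed this list was called down in all 4 comparisons (adjusted p = 0.037, 0.0061, 0.031 and 0.0096, and 0.31, 0.11, 0.34 and 0.13 with an estimated correlation).

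Several feedback genes of growth factor signalling fell. DUSP6, a phosphatase that ERK induces and that switches ERK off, fell from 256 ± 8.9 CPM to 19.7, 27.9, 19.3 and 24.7 CPM, by -3.72 ± 0.11 in NICD3 (adjusted p = 5.1e-12). EGR1 fell from 118 ± 7.7 to 27.2, 48.8, 23.7 and 46.6 CPM, and NR4A1 from 17.8 ± 3.2 to between 3.09 and 5.8 CPM. The growth factor gene TGFA rose from 1.06 ± 0.25 to 12.7, 12.2, 11.5 and 5.85 CPM. The immediate early and MAPK feedback list (30 tested) had medians of -0.87, -0.17, -0.70 and -0.51 and was not called (lowest adjusted p = 0.23). Of its members 10, 12, 8 and 11 were called up and 16, 13, 17 and 16 down in NICD1 to NICD4. SMAD7, an inhibitor that TGF-beta induces, fell from 4.22 ± 0.71 to between 0.355 and 0.726 CPM, and PMEPA1 from 3.1 ± 0.38 to between 0.306 and 0.894 CPM. The YAP target ANKRD1 fell from 7.11 ± 0.94 to 0.269, 1.36, 1.6 and 3.53 CPM, the last of which was no longer called after the GC trend was removed. The TGF-beta, BMP and YAP list was called down in NICD2 (3 up and 12 down of 19, 4 and 12 adjusted over the list alone, median -0.75, adjusted p = 0.036, and 0.4 with an estimated correlation). Its medians in NICD1, NICD3 and NICD4 were -0.85, -0.61 and -0.88. With the GC trend removed it was called down in all 4 comparisons (highest adjusted p = 0.0069, and 0.5, 0.5, 0.45 and 0.49 with an estimated correlation). The WNT inhibitor gene RNF43 fell from 8.36 ± 0.84 to 0.557, 0.663 and 0.321 CPM in NICD1, NICD3 and NICD4, and its change in NICD2 was not called (-0.75 ± 0.42, adjusted p = 0.13).

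Most nuclear-encoded genes of the respiratory chain were called up. COX4I1 rose from 683 ± 120 CPM to 1650, 1220, 1510 and 2030 CPM, by 1.58 ± 0.15 in NICD4 (adjusted p = 2.3e-07). NDUFB10 rose from 179 ± 34 to 579, 387, 476 and 748 CPM, NDUFA9 from 43.3 ± 5.8 to between 75.6 and 115 CPM, and ATP5PO from 152 ± 28 to between 272 and 447 CPM. Of the 37 list members 27, 26, 27 and 25 were called up (27, 28, 27 and 25 adjusted over the list alone) and 4, 1, 2 and 8 down. The list's medians were 0.66, 0.54, 0.72 and 0.49, and camera called it in each comparison (adjusted p = 0.00075, 8.9e-05, 4.1e-05 and 0.017). The adjusted p with an estimated correlation was 0.59, 0.4, 0.58 and 0.77. Without the GC trend the adjusted p was 2.7e-05, 1.8e-05, 2.4e-06 and 0.0008, and 0.5, 0.42, 0.45 and 0.49 with an estimated correlation. In the same libraries the ribosomal protein genes took 15.9% to 17.7% of reads in NICD1, 12.1% to 14% in NICD2, 15.5% to 17.2% in NICD3 and 16.5% to 17.6% in NICD4, against 10.2% to 12.7% in EV. The 13 mRNAs that the mitochondrion encodes had medians of -0.07, -0.20, -0.45 and -0.16, which were not called.

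Genes of antigen presentation were among those that rose. HLA-DRB1, an MHC class II gene, rose from 0.955 ± 0.17 CPM to 9.29, 8.37, 13.6 and 14.4 CPM. HLA-DRA had 2 reads in EV, and its ratio to EV was 33.1 in NICD1 (8.56 to 283), 111 in NICD2 (30.2 to 922), 107 in NICD3 (29.2 to 891) and 91.2 in NICD4 (24.5 to 765). The immunoproteasome gene PSMB9 rose from 0.655 ± 0.14 to 2.13, 1.44, 3.83 and 3.72 CPM. The list was called up in NICD3 (13 up and 4 down of 22, 14 and 4 adjusted over the list alone, median 0.76, adjusted p = 0.013, and 0.25 with an estimated correlation). It was also called in NICD4 (14 up and 5 down by either adjustment, median 0.95, adjusted p = 0.026, and 0.27 with an estimated correlation). Without the GC trend the call held in NICD3 (adjusted p = 0.031, and 0.45 with an estimated correlation) and was lost in NICD4 (adjusted p = 0.063). Its medians of 0.45 in NICD1 and 0.24 in NICD2 were not called. The interferon-induced gene BST2 fell from 25.2 ± 4.2 to 5.27, 2.11, 3.51 and 3.93 CPM, and the interferon list (24 tested) was not called, with medians of -0.55, -0.28, -0.43 and -0.17.

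In the stress and growth lists, the glutathione-degrading enzyme gene CHAC1 rose from 3.85 ± 0.41 CPM to 9.78, 14.6, 9.49 and 16.8 CPM and the serine synthesis gene PHGDH from 47.6 ± 2.4 to between 97.8 and 171 CPM. The amino acid starvation and unfolded protein list was called up in NICD2 (17 up and 5 down of 26 by either adjustment, median 0.41, adjusted p = 0.013, and 0.088 with an estimated correlation). It was called in NICD4 too (16 up and 6 down by either adjustment, median 0.40, adjusted p = 0.047, and 0.17 with an estimated correlation), and had medians of 0.33 in NICD1 and 0.31 in NICD3. After the GC trend was removed the call held in NICD2 (adjusted p = 0.011, and 0.11 with an estimated correlation) and was lost in NICD4 (adjusted p = 0.14), where it was also lost with the replicate number as a block (adjusted p = 0.055). The nucleolar gene FBL rose from 707 ± 140 to 1470, 1510, 1350 and 1770 CPM. The MYC and ribosome biogenesis list was called up in NICD2 alone (13 up and 3 down of 28 by either adjustment, median 0.25, adjusted p = 0.039, and 0.26 with an estimated correlation), and had medians of 0.17, 0.10 and -0.16 in NICD1, NICD3 and NICD4. Its call held after the GC trend was removed (adjusted p = 0.011, and 0.21 with an estimated correlation). The proliferation marker gene MKI67 rose from 242 ± 6.1 to 541, 406, 448 and 562 CPM, whereas the mitotic kinesin gene KIF20A fell from 53.6 ± 8.1 to 15.3, 29.7, 24.7 and 8.99 CPM, where the call in NICD2 was lost without any of 3 single libraries. The cholesterol gene HMGCS1 fell from 93.9 ± 19 to 25.9, 27.2 and 11.4 CPM in NICD1, NICD3 and NICD4, and to 58.9 CPM in NICD2, where a library overlapped EV. ACAT2 fell from 125 ± 8.8 to 45, 56.6 and 18.1 CPM in NICD1, NICD3 and NICD4, and was not called in NICD2 (118 CPM). The glucose transporter gene SLC2A1 rose from 132 ± 10 to 411 CPM in NICD2 and 340 CPM in NICD3 and was not called in NICD1 (153 CPM) or NICD4 (157 CPM), while SLC2A3 fell in all 4 groups, from 27.2 ± 1.6 to between 1.63 and 19.2 CPM, the highest of which, in NICD3, was not called after the GC trend was removed.

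The other lists were not called in any comparison as fitted, and the test of each is against all other genes. Only once the GC trend was removed, the p53 and WNT targets were called down in NICD2 (adjusted p = 0.0061 and 0.049, and 0.21 and 0.5 with an estimated correlation) and the cholesterol genes in NICD4 (0.011, and 0.13 with an estimated correlation). Medians in NICD1 to NICD4 were -0.64, -0.25, -0.41 and -0.88 for 25 mitotic genes, -0.07, 0.05, 0.07 and -0.21 for 34 DNA replication genes, and -0.04, -0.23, 0.07 and -0.09 for 14 cyclin-dependent kinase inhibitors and D cyclins. They were -0.17, 0.14, -0.10 and -0.48 for 29 cholesterol genes, -0.08, -0.02, -0.11 and -0.17 for 32 hypoxia and glycolysis genes, and -0.30, -0.44, -0.51 and -0.39 for 21 p53 targets. They were -0.20, -0.04, -0.14 and 0.14 for 14 NF-kB targets and cytokines, -0.54, -0.36, -0.27 and -0.26 for 12 WNT targets, -0.03, 0.07, -0.04 and -0.50 for 23 integrin and adhesion genes, and 0.07, 0.08, -0.03 and -0.18 for 25 receptor tyrosine kinases and ligands. Astrocyte and glioma markers (10 tested) had -0.27, -0.17, 0.20 and 0.36, intestinal secretory genes (4 tested) -1.43, -1.03, -1.13 and -1.56, neuronal genes (5 tested) -1.23, -1.70, -1.70 and -0.93, and endothelial and arterial genes (13 tested) -0.10, 0.14, -0.23 and 0.07. Median, mean and test of a list differed in sign only among lists that were not called, for example in the T-lineage list in NICD1 (median 0.56, mean -0.16, test up) and the endothelial list in NICD2 (median 0.14, mean -0.61, test up).

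**Figure D3:**
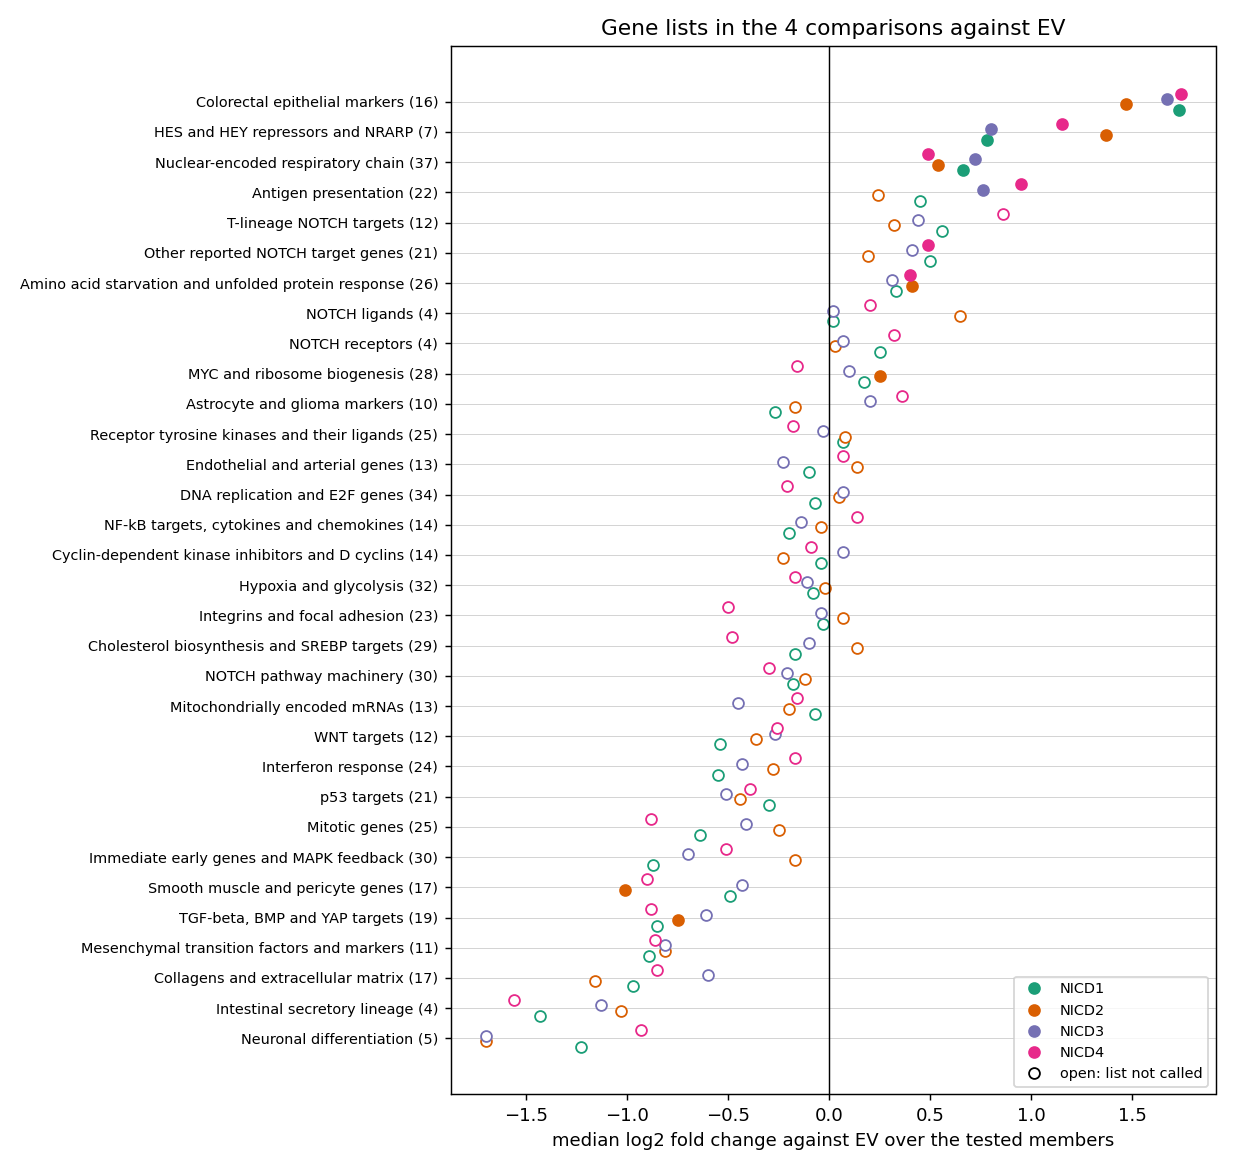
Median log2 change of each gene list against EV in the 4 NICD groups, with tested members in parentheses. Filled points are camera calls with the preset correlation, and the epithelial list has the largest medians among them, from 1.47 to 1.74.

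In NICD1, the genes GLIS3 and CITED4 rose from 0.074 ± 0.036 to 9.13 ± 0.62 CPM and from 0.255 ± 0.055 to 15.6 ± 6.2 CPM (adjusted p = 5.7e-12 and 3.8e-09). KISS1 rose from 0.24 ± 0.062 to 7.52 ± 1.6 CPM, the adhesion receptor gene CD44 from 41.9 ± 0.46 to 117 ± 1.8 CPM, and the integrin gene ITGB4 from 23.3 ± 2 to 126 ± 17 CPM. FGF13 stood at 13.3 ± 1.5 CPM in EV and had 1 read in NICD1, an EV to NICD1 ratio of 642 (115 to 25400). PAGE1, a germline gene, fell from 380 ± 95 to 22.9 ± 3.3 CPM in NICD1 although it rose in the other groups, to 988, 1050 and 1960 CPM. The inflammasome gene NLRP1 fell from 45.8 ± 4.3 to 1.87 ± 0.59 CPM, ADAM19 from 29 ± 2.9 to 1.86 ± 0.44 CPM and TGM2 from 36.4 ± 4.2 to 2.49 ± 0.56 CPM. In all, 11397 of 15122 genes were called in NICD1, 5377 up and 6020 down, and 5264 of them changed at least 2-fold.

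In NICD2, the ubiquitin ligase adaptor gene ASB2 rose from 0.268 ± 0.18 to 12.4 ± 1.2 CPM (5.41 ± 0.29, adjusted p = 2e-09) and the secreted protease gene PRSS23 from 0.225 ± 0.087 to 15.3 ± 1.7 CPM. TNFSF4 fell from 39.3 ± 3.8 to 1.56 ± 0.14 CPM (-4.60 ± 0.14, adjusted p = 1.1e-11), QPRT from 18.9 ± 0.5 to 0.744 ± 0.17 CPM, MSLN from 12 ± 1.4 to 0.642 ± 0.38 CPM and CPA4 from 22 ± 0.91 to 1.6 ± 0.38 CPM. NICD2 had the smallest count, 9003 genes, with 4470 up and 4533 down and 3073 at least 2-fold.

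In NICD3, the folate enzyme gene ALDH1L1 rose from 1.51 ± 0.25 to 30 ± 2 CPM (4.27 ± 0.25, adjusted p = 3.5e-09), and it rose less in NICD4 (6 ± 1.2 CPM) and fell in NICD1 and NICD2. ALPP rose from 0.354 ± 0.093 to 40.5 ± 4.8 CPM, FGF9 from 0.23 ± 0.078 to 9.56 ± 1.4 CPM, and the calcium-binding gene S100A4 from 181 ± 40 to 761 ± 140 CPM. The globin gene HBE1 fell from 43.9 ± 4.5 to 1.24 ± 0.14 CPM (-5.09 ± 0.15, adjusted p = 2.9e-12) and CHM from 8.85 ± 0.81 to 0.589 ± 0.19 CPM. Calls came to 10465 genes, 4992 up and 5473 down, of which 4265 changed at least 2-fold.

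In NICD4, PPP1R1A rose from 0.601 ± 0.15 to 25.7 ± 3.6 CPM (5.31 ± 0.21, adjusted p = 1e-10), FXYD3 from 0.465 ± 0.24 to 19.5 ± 4.3 CPM and GLIS3 from 0.074 ± 0.036 to 12.9 ± 1.4 CPM. The glucagon gene GCG, with no read in EV, was at least 52-fold higher in NICD4. S100A4 rose to 598 ± 130 CPM from 181 ± 40 CPM. TIE1, an endothelial receptor gene, fell to 2 reads in NICD4, an EV to NICD4 ratio of 300 (83 to 2480), and CD33 fell from 17.6 ± 0.18 to 1.04 ± 0.24 CPM (-4.03 ± 0.34, adjusted p = 1e-07). Among the 12 largest falls that the naming rule allowed were 7 further genes, grouped here after their values were seen and not tested as a set. The RNA polymerase II gene POLR2B fell from 124 ± 25 to 11.4 ± 6 CPM (-3.55 ± 0.43), the tubulin gene TUBA1B from 90.5 ± 20 to 6.68 ± 2.4 CPM, RBBP4 from 49.7 ± 22 to 3.12 ± 0.61 CPM and the proteasome gene PSMA6 from 12.8 ± 3.8 to 0.823 ± 0.32 CPM, with TRMT11 (-3.99), CDK2AP1 (-3.75) and GTF2H2C (-3.62) beside them. All 7 stayed lower after the GC trend was removed, by -2.81 for POLR2B. Without raw reads, neither the assignment of reads among similar genes nor RNA integrity could be checked for these 7 falls. RBBP4, CD33 and TIE1 were not particular to NICD4. RBBP4 was also among the 12 largest falls allowed in NICD1 (-4.03 ± 0.48, to 2.93 CPM) and in NICD3 (-3.17 ± 0.48, to 5.18 CPM). CD33 fell by -4.69 ± 0.34 in NICD1 and -4.79 ± 0.34 in NICD2. For TIE1 the ratio of EV to NICD1 was 259 (88.6 to 1260) and that of EV to NICD3 was 355 (121 to 1730). NICD4 had the most calls, 12235 genes with 5644 up and 6591 down and 6641 at least 2-fold.

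**Figure D4:**
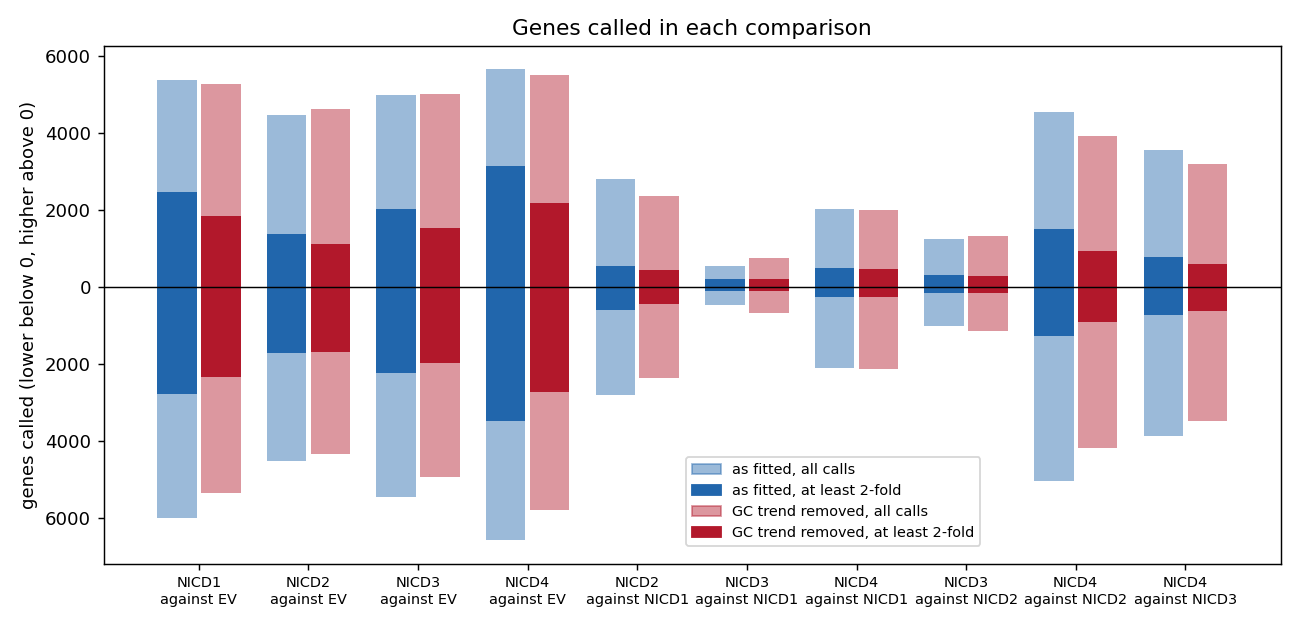
Genes called higher (above 0) and lower (below 0) in each comparison, as fitted (blue) and after the GC trend was removed (red), with changes of at least 2-fold in the darker shade. Against EV, calls run from 9003 in NICD2 to 12235 in NICD4 as fitted.

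Of the genes called, 3496 were higher and 3529 were lower in all 4 groups, 1021 and 1267 of them at least 2-fold in each. Among the shared rises, RBM47, which codes for an RNA-binding protein of epithelia, went from 0.566 ± 0.063 to 27, 24.3, 26.9 and 21.4 CPM. COBL went from 0.23 ± 0.048 to 18.8, 14.2, 16.8 and 8.4 CPM, and MACC1, a regulator of MET signalling, from 0.155 ± 0.1 to between 3.22 and 5.12 CPM. The cytochrome gene CYB5A had 3 reads in EV, and its ratio to EV was 305 (104 to 1480), 453 (154 to 2200), 350 (119 to 1700) and 168 (56.7 to 819). Among the shared falls were cancer-testis genes of the X chromosome, which are near copies of each other, so that a read is not certain to come from the gene named. MAGEA1 fell from 65.9 ± 4.6 CPM to 1.04, 0.438, 0.474 and 2.15 CPM. MAGEC1 had no read in NICD1 and NICD2, which put it at least 606-fold and 765-fold lower, and PAGE5 was at least 888-fold and 1120-fold lower there. MAGEC2 was at least 1810-fold lower in NICD2. Outside these families, TUSC3 was at least 449-fold lower in NICD1 and 567-fold lower in NICD2, and SLC17A8 at least 330-fold, 416-fold and 452-fold lower in NICD1, NICD2 and NICD3. Folds and intervals of genes with so few reads cover counting error only.

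Independent lists of the same sizes would share 196 rises and 285 falls. The 4 comparisons also share the EV libraries. Simulated unchanged groups set against a shared control gave 0 shared rises and 0 shared falls in 100 draws. They had 30.9 calls per comparison on average and 5344 at most. Across genes, which are not independent replicates, the Pearson correlation between the changes of a pair of groups ran from 0.85 (NICD2 with NICD4) to 0.95 (NICD1 with NICD3). Simulated unchanged groups gave a mean of 0.42 to 0.49 and a maximum of 0.93. The covariance was 1.48 to 1.99, against 0.028 to 0.032 in the simulation. The 3 EV libraries cannot be split further, so a part of the shared change may belong to EV and not to the receptors.

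Tested directly, the receptors differed in NOTCH targets, with the fewest called as fitted between NICD3 and NICD1. For that pair 2 of the 21 other reported targets were called up, 1 down and 18 not at all. Of the 7 HES and HEY repressors with NRARP 1 was called, HES1 (0.30 ± 0.08, adjusted p = 0.04). HES4 (0.73, adjusted p = 8.2e-06) and NRARP (0.46, adjusted p = 0.03) were called as well once the GC trend was removed. HES1 was then at 0.29 (adjusted p = 0.024), and the other members of that list were not called. HES1 was higher in NICD2 than in NICD1 by 1.40 ± 0.08 (adjusted p = 3.4e-08), and lower in NICD3 and NICD4 than in NICD2 by -1.11 ± 0.08 (adjusted p = 4.1e-07) and -0.88 ± 0.08 (adjusted p = 2.1e-06). NRARP went the same way, with 1.32, -1.13 and -0.79, as did EFNB2 (1.18 ± 0.12) and ID3 (1.01 ± 0.14) in NICD2 against NICD1. JAG1 was higher in NICD4 than in NICD1, NICD2 and NICD3 by 1.90, 1.41 and 1.77, each ± 0.12, and HES4 was higher in NICD4 than in NICD3 by 1.04 ± 0.17. CD44 was lower in NICD2 than in NICD1 by -1.89 ± 0.09. After the GC trend was removed these differences kept their sign and their calls. Values were then 1.40, -1.11 and -0.86 for HES1, 1.85, -1.39 and -1.59 for NRARP, 1.91, 1.43 and 1.79 for JAG1 and -1.99 for CD44. The difference of HES4 between NICD4 and NICD3 shrank to 0.34. HES4 in NICD4 against NICD2 turned from 0.69 ± 0.17 to -0.31. In that pair HES6 (0.40 to -0.48), JAG2 (0.38 to -0.31) and NFKB2 (0.24 to -0.34) also turned, each called both ways. These turns of HES6, JAG2 and NFKB2 are outside the counts of named genes below.

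Outside the pathway, PAGE1 was higher in NICD2, NICD3 and NICD4 than in NICD1 by 5.41, 5.52 and 6.41, each ± 0.21, and FGF13 was also higher in each of them. S100A14 stood at 60.3 ± 7.5 CPM in NICD1 against 6.24 ± 1, 13.8 ± 1.2 and 3.11 ± 0.88 CPM in NICD2, NICD3 and NICD4. The gap junction gene GJB5 and the actin-binding gene TAGLN were lower in NICD2 than in NICD1, by -2.76 ± 0.12 and -3.16 ± 0.20, and GAS7 was higher there by 2.78 ± 0.26. ALDH1L1 was higher in NICD3 than in NICD1 and NICD2, by 5.47 and 6.16, each ± 0.25, and TM4SF1 was higher in NICD3 than in NICD1 by 3.81 ± 0.21. HBE1 was lower in NICD3 than in NICD1 and NICD2, by -3.36 and -2.75, each ± 0.15. CD33 was higher in NICD3 than in NICD2 by 3.18 ± 0.34. NICD4 was marked by low NLRP4, at 1.23 ± 0.24 CPM against 8.2, 28.4 and 26 CPM in NICD1 to NICD3 and 10.1 ± 0.7 CPM in EV. RIMS2 stood at 0.53 ± 0.31 CPM in NICD4 and 0.229 ± 0.083 CPM in EV, against 4.43, 9.89 and 13.2 CPM in NICD1 to NICD3. MAP7D3 was lower in NICD4 than in NICD1 by -2.56 ± 0.10, and PCBP3 was higher in NICD4 than in NICD2 by 4.16 ± 0.29.

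Between receptors, 5626 genes were called in NICD2 against NICD1 (2809 up and 2817 down), 1016 in NICD3 against NICD1 (538 and 478) and 4111 in NICD4 against NICD1 (2009 and 2102). The counts were 2273 in NICD3 against NICD2 (1245 and 1028), 9600 in NICD4 against NICD2 (4541 and 5059) and 7416 in NICD4 against NICD3 (3546 and 3870). The simulated unchanged groups above averaged 30.9 calls per comparison but reached 5344. That maximum is above the counts of NICD3 against NICD1, NICD4 against NICD1 and NICD3 against NICD2. As each library was left out the real counts ranged from 2594 to 6697, from 466 to 1659 and from 2017 to 5899 against NICD1, from 1202 to 3141 and from 8156 to 9948 against NICD2, and from 5340 to 8195 against NICD3. A fit on only the libraries compared called 1084 in NICD4 against NICD1. An F-test over the 4 NICD groups called 10261 genes, 67.9% of those tested, with a range of at least 1 on the log2 scale in 3493. With the GC trend removed, 61.7%, 90.8% and 78.8% of the calls of NICD2, NICD3 and NICD4 against NICD1 kept their call and direction, as did 79.8% of NICD3 against NICD2, 63.6% of NICD4 against NICD2 and 68.9% of NICD4 against NICD3. Calls in the opposite direction were 3 in NICD2 against NICD1, 285 in NICD4 against NICD2, 11 in NICD4 against NICD3 and 0 in the others.

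The changes followed the GC content of the transcripts. In the tenth of genes with the lowest GC content the median change was -0.74, -0.37, -0.59 and -0.96 in NICD1 to NICD4, and in the tenth with the highest it was 0.86, 0.46, 0.68 and 1.17. Across genes, Spearman's rho between change and GC content was 0.46, 0.33, 0.42 and 0.52. Once each library's trend on GC content was removed, 10628, 8963, 9946 and 11307 genes were called. Of the genes called as fitted, 72.3%, 80.2%, 74.3% and 70.6% kept their call and direction, and 559, 10, 235 and 1061 were called in the opposite direction. Of the calls of at least 2-fold, 94.1%, 97.4%, 95.9% and 90.5% kept their direction. Of the genes shared by all 4 groups, 71.1% of the rises and 66.9% of the falls kept theirs. The genes named above as changed against EV, other than NRARP, the receptor genes and COL6A1 in NICD4, kept their direction, and all but ANKRD1 in NICD4 and SLC2A3 in NICD3 stayed called.

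**Figure D5:**
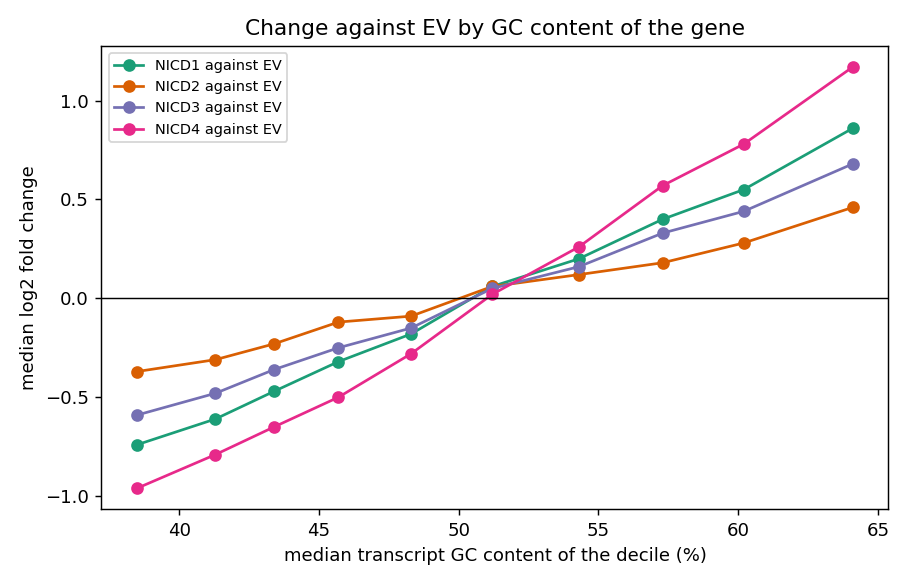
Median log2 change against EV of the tested genes in 10 bins of transcript GC content, for each NICD group. NICD4 runs from -0.96 in the lowest bin to 1.17 in the highest, and NICD2 from -0.37 to 0.46.

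The balance of rises and falls depends on the scaling. Under the TMM factors 47.2%, 49.7%, 47.7% and 46.1% of the called genes were up in NICD1 to NICD4. Upper-quartile factors moved the median change of all genes to -0.16, -0.08, -0.13 and -0.18, and no scaling beyond the read totals moved it to -0.53, -0.31, -0.48 and -0.66, with 28%, 29.9%, 26.7% and 29.1% of calls up. A change is thus relative to the genes that TMM treats as unchanged. Groups of 3 libraries did not overlap EV for 80.5%, 69.2%, 79.1% and 81.7% of genes, where chance gives 10%.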

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

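Alternatives chosen after seeing the data were the removal of GC and length trends, the other pseudocounts, the thinning of reads, leaving out each library for the similarity of the responses, and the GC trend with the estimated correlation or with the replicate block. All other alternatives were set before the data were examined. The DESeq2 Wald test, also planned, was not run. Of 379 changes of named genes, the removal of the GC trend kept 356 in direction and on their side of the threshold, and RLE factors 377, upper-quartile factors 376, no filter on low counts 375, limma-voom 376, the replicate block 378, a pseudocount of 0.25 or of 4 all 379 each, and thinning to the smallest library 372 of 375. A stricter filter left 307 of them tested and kept 306. Fits on only the libraries compared kept all but 2 of 375, and 363 of 363 kept theirs with NOTCH1 to NOTCH4 left out. The similarity of the responses (median correlation 0.92 over the 6 pairs) stayed between 0.9 and 0.92 under its alternatives, and between 0.91 and 0.92 as each library was left out. In a paired fit with the replicate number as a term, NICD1 to NICD4 against EV gave 11362, 9054, 10438 and 12186 genes.

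Counts of called lists moved most with the set test. With an estimated correlation they were 0, 0, 0 and 0 in NICD1 to NICD4, in place of 3, 7, 4 and 6. Fry, which asks whether a list's genes move 1 way on balance and not whether they differ from other genes, called 27, 24, 29 and 29 of 32. With the GC trend removed they were 6, 11, 6 and 5, also with the replicate block, and with an estimated correlation in addition 1, 1, 1 and 1, the epithelial list each time. The replicate block alone gave 3, 7, 4 and 4, without the other reported NOTCH targets and the amino acid starvation list in NICD4 (adjusted p = 0.055 each, in place of 0.047). For these moves the cause was not tested.

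With a change of at least 2-fold required, the counts fell by construction to 5264, 3073, 4265 and 6641 genes against EV, to 1127, 307 and 747 in NICD2, NICD3 and NICD4 against NICD1, to 460 and 2783 in NICD3 and NICD4 against NICD2, to 1508 in NICD4 against NICD3, to 3493 among the 4 NICD groups, and to 1021 shared rises and 1267 shared falls. Fits on only the libraries compared lowered NICD4 against NICD1 from 4111 to 1084 genes, and moved the other counts both ways, as in NICD4 against NICD3 (7416 to 5739) and NICD3 against NICD2 (2273 to 3250). The cause was not tested.

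Among the receptor genes, NOTCH1 in NICD1 went from -0.10 to -0.94 with the GC trend removed, alone or with the replicate block, and to -1.06 with the length trend removed too, and was then called lower. The change of NOTCH3 in NICD3 turned to -0.45 (-0.60 with length) and that of NOTCH4 in NICD4 to -0.47 (-0.28 with length). With the GC trend removed, alone or with the block, NOTCH1 in NICD4 turned to -1.06, NOTCH2 in NICD3 to 0.13, NOTCH3 in NICD1, NICD2 and NICD4 to -0.52, -0.21 and -0.62, NOTCH4 in NICD1 and NICD3 to -0.15 and -0.10, NRARP in NICD1, NICD3 and NICD4 to -0.50, -0.04 and -0.24, and HES4 in NICD4 against NICD2 from 0.69 to -0.31 (-0.30 with length). COL6A1 in NICD4 went from 1.00 to -0.10 (-0.11 with length), TAGLN in NICD1 and NICD3 from 0.21 and 0.08 to -0.25 and -0.30 (-0.22 and -0.29 with length), SLC2A1 in NICD1 and NICD4 from 0.22 and 0.24 to -0.18 and -0.30 (-0.38 and -0.50 with length, both then called), and ACAT2 in NICD2 from -0.10 to 0.07 with length. With both trends removed, NOTCH1 in NICD4 was -1.16, NOTCH2 in NICD3 0.33, NOTCH3 in NICD1, NICD2 and NICD4 -0.68, -0.32 and -0.78, and NRARP in NICD1 and NICD4 -0.40 and -0.15. NOTCH1 in NICD4, at 0.04 as fitted, was -0.02 with upper-quartile factors, -0.01 with no filter on low counts and 0 to 0.09 as each library was left out (0 without EV replicate 3). NOTCH2 in NICD3, at -0.03 as fitted, was 0.01 without EV replicate 2 and 0 without NICD3 replicate 1. For all of these the cause was not tested. Among the other named genes the removal of the GC trend ended the call of ANKRD1 in NICD4 (-0.34, adjusted p = 0.095, and 0.27 with the length trend removed too) and of SLC2A3 in NICD3 (-0.27, adjusted p = 0.1, and 0.06 with length), and with the block or length also of DTX1 in NICD3 (0.37 and 0.32). HEY1 in NICD3 was not called with limma-voom (1.12), with no filter on low counts (1.08) or with the replicate block (1.09). RNF43 in NICD2 was called with limma-voom (-0.77), on only the libraries compared (-0.76) and with thinned reads (-0.87), and JAG1 in NICD3 with RLE factors or limma-voom (0.29 each). SLC2A1 in NICD4 was called with RLE factors (0.29) and thinned reads (0.26). Most genes whose direction turned under this removal were left unnamed, so the named genes are steadier than genes at large.

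Leaving out each library in turn, called lists ranged from 3 to 4 in NICD1, from 4 to 10 in NICD2 (4 without EV replicate 1), from 4 to 5 in NICD3 and from 4 to 6 in NICD4. Called genes against EV ranged from 10571 to 11977, from 7557 to 9796, from 9423 to 11130 and from 11706 to 12526. In NICD2 against NICD1 they ranged from 2594 to 6697, with 2642 without NICD1 replicate 2 and 2594 without NICD2 replicate 2. In NICD3 against NICD1 they ranged from 466 to 1659, with 580 and 511 without NICD1 replicates 1 and 2, 499 and 466 without NICD3 replicates 2 and 3, and 1659 without NICD4 replicate 1. In NICD4 against NICD1 they ranged from 2017 to 5899, with 2164 and 2017 without NICD1 replicates 1 and 3 and 2285 without NICD4 replicate 1. In NICD3 against NICD2 they ranged from 1202 to 3141, with 1208 without NICD2 replicate 2 and 1202 without NICD3 replicate 1. The ranges were 8156 to 9948 in NICD4 against NICD2, 5340 to 8195 in NICD4 against NICD3, 8965 to 10646 among the 4 NICD groups, 3035 to 3700 for shared rises and 2719 to 3861 for shared falls. Those of the receptor genes in their own groups were -0.14 to -0.06, 0.39 to 0.46, 0.11 to 0.23 and 0.13 to 0.48. Of 5685 changes of named genes under these fits, 5654 kept their direction and their side of the threshold. HEY1 in NICD3 lost its call without NICD3 replicate 1 (0.57) or 3 (1.14) and without EV replicate 1 (0.81) or 3 (1.19), and HEY1 in NICD2 without EV replicate 1 (1.09). KIF20A in NICD2 lost its call without EV replicate 2 (-0.77) and without NICD2 replicate 1 (-0.75) or 3 (-0.76). JAG1 in NICD3 gained a call without NICD3 replicate 1 (0.37), NICD1 replicate 3, NICD4 replicate 1 or NICD4 replicate 2 (0.28 each), RNF43 in NICD2 without NICD3 replicate 1 (-0.75), NOTCH3 in NICD2 without NICD2 replicate 2 (0.33), SLC2A1 in NICD1 without NICD1 replicate 2 (0.30), and SLC2A1 in NICD4 without EV replicate 2 (0.31) or NICD4 replicate 1 (0.36). TAGLN in NICD3 ranged from -0.01 (without EV replicate 2) to 0.14. NOTCH3 in NICD1 lost its call without EV replicate 1 (0.21) or 3 (0.28) and without NICD1 replicate 1 (0.26) or 2 (0.27). A group with a library left out has 2, which were assumed to vary like those of the other groups. NOTCH4 and HEY1 have so few reads that only large changes were detectable in them.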

Other observations

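The germline families were chosen, and the tests of GC content, library depth, cell origin, exchanged labels, too few reads and uncounted transgene reads below were set, after the results they bear on were seen, while that of the DNA methyltransferase genes and the counts of other splits were set beforehand. A set of genes was read in EV and almost unread in the NICD libraries. By limits of 5 CPM in all 3 EV libraries and under 0.5 CPM in all 12 NICD libraries there were 55, of which 18 lie on the X chromosome. Among 9967 genes at that level in EV, 30 belong to germline or cancer-testis families, and 20 of these 30 are in the set. The family members are near copies of each other, and reads may be counted for the wrong copy, but 35 of the 55 genes lie outside the families. All 55 genes together held 607 reads in the NICD libraries, 0.297% of the number expected at the EV level, a share that the limits alone keep low. DMD, the dystrophin gene (chromosome X, 31132808 to 33357558), had 7.97 ± 0.9 CPM in EV and no read in the NICD libraries, and CNR1 (chromosome 6, 88849583 to 88876078) had 6.08 ± 0.53 CPM and none. These 2 genes were chosen after their values were seen.

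The maintenance methyltransferase gene DNMT1 stood at 147 ± 21 CPM in EV and at 90.8 ± 18, 117 ± 14, 109 ± 7.9 and 59.9 ± 13 CPM in NICD1 to NICD4. Its falls in NICD1 (-0.70 ± 0.16) and NICD4 (-1.30 ± 0.16) were called, that in NICD3 (-0.42 ± 0.16, adjusted p = 0.032) was lost without EV replicate 2 (-0.33) or 3 (-0.41) and without any of the 3 NICD3 libraries (-0.36, -0.45 and -0.45), and that in NICD2 (-0.33 ± 0.16, adjusted p = 0.098) was called without EV replicate 1 (-0.45). DNMT3B fell from 14.9 ± 1.1 to between 7.62 and 10.4 CPM. Mitochondrially encoded genes took 6.02% to 6.14% of reads in the EV libraries and 3.17% to 4.75% in the NICD libraries. EV libraries had reads for 22730 to 24199 genes against 18960 to 21553 in the NICD libraries. The first principal component, on which EV lies apart, held 65.9% of the variance. All 15 libraries lay nearest to their own group, before and after the GC trend was removed, which leaves no library out of place among these groups.

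The first pattern is the number of genes that differ from EV, up to 12235 of 15122. Library depth is argued against, since with every library thinned to the smallest at least 87.9% of calls were kept in direction. Of the calls of at least 2-fold, at least 90.5% kept their direction once each library's GC trend was removed. That share alone cannot decide on GC content, because a trend of this size could turn few changes beyond the cutoff. Median changes over GC bins ran from -0.37 to 0.46 in NICD2 and from -0.96 to 1.17 in NICD4. After the removal 4169, 2786, 3500 and 4894 genes were called at 2-fold or more in NICD1 to NICD4. As fitted there were 5264, 3073, 4265 and 6641. GC content as the whole cause of these calls is argued against by those that remained. As a part of the cause it stays open. For calls under 2-fold only 47% kept their direction in the comparison with the fewest kept. GC content and induced change thus cannot be told apart there. Libraries of the same group also differed by GC content, with rho within the group from -0.433 to 0.452 in NICD4. It ran from -0.347 to 0.342 in EV, -0.368 to 0.384 in NICD1, -0.392 to 0.331 in NICD2 and -0.379 to 0.397 in NICD3. A GC trend thus arose between libraries of the same receptor, although rho does not give its size. A difference between the control and NICD cultures other than the induced protein stays open, because every comparison uses the same 3 EV libraries and the responses correlate at 0.85 or more, which both a shared receptor response and a shared difference of EV may give.

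The second pattern is the set of 55 genes read in EV and almost unread in the NICD libraries. Read depth is argued against, since 5 NICD libraries had at least as many reads as the shallowest EV library, and GC content by all 52 genes of known GC content staying lower in all 4 groups after the trend was removed, while it is unknown for the other 3. Control cells with less DNA methyltransferase would read more germline genes, but DNMT1 and DNMT3B were not lower in EV, with a highest difference of NICD minus EV of -0.33, so reduced expression of these genes is argued against. Control cells of another origin or clone might also read such genes, and by the same limits 2 genes, COBL and ALPP, were read in all NICD libraries and almost unread in EV (19 and 28 reads). That count does not decide it, so another origin and a silencing common to the 4 NICD groups cannot be told apart with 1 set of control libraries.

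The third pattern is that the receptor genes were not raised in the groups named for them, apart from 0.42 for NOTCH2. Exchange of NICD labels between groups is argued against as what hid a rise of 2-fold or more. The highest upper limit of any NOTCH gene in any NICD group was 0.95 on the log2 scale. The library whose labels conflict, NICD4 replicate 1, lay at 0.537 from the mean of the other NICD4 libraries and at 0.906 from that of NICD3 (0.5 and 0.816 after the GC trend was removed), as a root mean square log2 difference over genes. Too few reads are argued against as what hid a rise of 2-fold or more, since the upper limit in a gene's own group was at most 0.83. That limit is of NOTCH4, with 20 to 34 reads per library in NICD4, where a smaller rise could have been missed (limits -0.27 to 0.83). Transgene reads not counted under the receptor gene, for example because the vector's sequence differs or lacks the counted part, could give this pattern, and HES1 rose by at least 1 after the GC trend was removed, but without reads of the vectors uncounted reads and low induction cannot be told apart.

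Other ways to split the libraries were counted with the same fit. For groups of 3 against 3 there are 10 splits, too few for a share under 0.05. The real split gave 11397, 9003, 10465 and 12235 genes in NICD1 to NICD4 against EV, and the highest other split 0 in each. Between receptors the real and highest other counts were 5626 and 0 in NICD2 against NICD1, 1016 and 0 in NICD3 against NICD1, 4111 and 3032 in NICD4 against NICD1, 2273 and 0 in NICD3 against NICD2, 9600 and 0 in NICD4 against NICD2, and 7416 and 0 in NICD4 against NICD3. For lists they were 3 and 2 in NICD1, 7 and 6 in NICD2, 4 and 4 in NICD3, and 6 and 6 in NICD4, where 2 of 10 and 3 of 10 splits gave as many. Over 100 splits drawn from all libraries of the groups, 1 split, the real one, reached 10261 genes among the NICD groups (highest other 5300). The same held for 3496 shared rises (highest other 15) and 3529 shared falls (highest other 7). A random assignment of libraries to groups is thus argued against for these 3 counts. Splits that mix groups also widen the spread within a group, which lowers their counts. Differences between single cultures are not covered, because the libraries of a group may be replicates of 1 culture.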
